A study of Mus musculus with 6 samples. Its data were reported in "Inactivation of Sirt6 ameliorates muscular dystrophy in mdx mice by releasing suppression of utrophin expression" (2022).

How the data were processed

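RNA of muscle stem cells (MuSCs) was measured in 6 libraries of 3 groups, with 2 libraries per group: control (wild type) mice, mdx mice, which lack functional dystrophin, and Sirt6mKO/mdx mice, which are mdx mice with a deletion of Sirt6 in the muscle lineage. According to the labels and the methods of the study, cells were sorted by flow cytometry straight from muscle, ribosomal RNA was removed from total RNA, and libraries were sequenced on an Ion Torrent instrument. The authors trimmed reads with Reaper, aligned them with STAR to the GRCm38 mouse genome and counted them per Ensembl gene with featureCounts, leaving out reads that fell on several genes or several places. The use of strand by the counting was not stated, so values of overlapping and antisense genes are uncertain.

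The deposited table held whole numbers for 22706 genes. Their pattern of skipped and doubled whole numbers showed that the authors had divided each library by one size factor, as DESeq2 does, and rounded the result, so the unit of the deposited values was taken as a score (a normalized read count) and not as a raw count. The size factors were recovered from these patterns and ranged from 0.537 to 1.53. The same recovery on 4 simulated libraries of 22706 genes each returned every factor used to make them. Multiplying the values by the factors gave 4397632 and 7216692 approximate reads for the control libraries, 9745218 and 7220030 for the mdx libraries and 6218689 and 4770337 for the libraries labelled Sirt6mKO/mdx. Gene identifiers were compared with GENCODE mouse release 21 annotation of GRCm38, which held 98.5% of them, and 99.95% of these overlapped the position given in the table. Gene lengths, GC content and exons were read from that annotation.

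The test fixed before the data were examined was that of DESeq2, which the authors used, but DESeq2 needs raw counts and was therefore not used here. In its place limma 3.58.1 in R 4.3.3 was run on log2(value + 1), with a prior variance that followed the mean and all 6 libraries in one fit, without a block. A fold change is on this log2(value + 1) scale and understates the change of genes with low values. The groups, the 3 comparisons, the criteria for a called gene, the gene lists, the 14 fixed genes, the rule for named genes and most alternatives were also fixed before the data were examined. A gene was tested when its mean over the 6 libraries was at least 5, which held for 15915 genes. It was called when its adjusted p (Benjamini-Hochberg, two-sided) was at most 0.05 and its absolute log2 fold change was at least 1. All adjusted p-values of single genes in the text come from limma with Benjamini-Hochberg adjustment.

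Named genes were chosen by rule: in each comparison, among called genes with a mean of at least 50 and no overlap between the libraries of the groups, the 5 with the highest and the 5 with the lowest log2 fold change. For the genes higher in mdx and lower again in the libraries labelled Sirt6mKO/mdx, the 5 with the largest rise in mdx were named. The fixed genes were reported whether called or not. They were Sirt1 to Sirt7, Dmd, Utrn, Pax7, Myod1, Mstn, Mki67 and Top2a. Other genes named were chosen after their values were seen. They are Rpsa, Rpl3, Fos, Jun, Egr1, the heat shock genes, the most abundant marker genes and the noncoding RNA genes.

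For gene lists, 13931 genes with a mean of at least 10 entered camera of limma with a preset correlation of 0.01, adjusted over 51 tests (17 lists in 3 comparisons). The values were log2(value + 1) in place of the voom values fixed beforehand, which need counts. The lists were 3 that the study had chosen on these libraries (stress response, cell cycle and activation), S phase, G2/M phase, immediate early and dissociation response genes, MuSC quiescence, myogenic differentiation, markers of 7 cell types or tissues (myofibre, fibro-adipogenic, endothelial, macrophage and leukocyte, erythroid, Schwann, smooth muscle and pericyte), ribosomal protein genes and replication histone genes. In the stress response list 5 symbols were changed from their printed spelling before the data were examined: Parpbbp to Parpbp, Figl1 to Fignl1, Psmc14 to Psmd14, Serpnb6a to Serpinb6a and Mkl1 to Mlkl. The last printed symbol is itself a gene of the table, so the change is a reading of the list and was tested by an alternative. Calls of lists were compared with those of fry and of camera with the correlation estimated per list.

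The single-gene test was tested on simulated data in which 200 of 15915 genes were changed between mdx and control. The changed genes were drawn from the more abundant genes only, so the shares recovered do not cover genes with a mean near 5. They were also fewer than the 2265 genes called in the data, so recovery in the data may differ. The test recovered 117 of the changed genes (58.5%), made 124 calls in all and 7 calls of unchanged genes. It recovered 20.6% of the genes changed 2-fold, 65.2% of those changed 4-fold and 85.9% of those changed 8-fold. A seeded change of 2-fold lies at the minimum fold change of a call, so many of these genes fall short of it whatever the number of libraries or the depth. Among 100 unchanged lists, camera gave 1 and fry gave 4 with an unadjusted p under 0.05. The genes of these lists were simulated independently of each other, so this does not test the preset correlation for lists of co-regulated genes. Comparisons that share libraries were set beside 50 simulations in which the third group equalled mdx and 50 in which all groups were equal.

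Alternatives for lists also included a pseudocount of 0.1 and a minimum mean of 50. Alternatives fixed before the data were examined were scaling by TMM factors, by total counts or by the upper quartile, no minimum mean, a minimum mean of 50, a filter at 10 before the fit, no minimum fold change, only the groups compared in the fit, the replicate number as a block, and leaving out each library. Further alternatives were chosen after seeing the data: a pseudocount of 0.1 for calls, voom on approximate reads, 1 prior variance for all genes, a robust prior variance, protein-coding genes only, centring by GC content in 20 bins and the stress response list with Mkl1 as printed. Of tests made for counts, only voom was run, on the approximate reads. Exact (Clopper-Pearson) 95% intervals and floors of 3 counts cover counting error only, since the reads carried no molecular identifiers. Groups of 2 libraries were not tested for outlying libraries. Replicates of each group differed by far more than counting noise (mean chi-square per gene from 55.0 to 104 over 9666 genes), so each library was counted as 1 replicate. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.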

Results

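To describe the transcriptome of MuSCs, the stem cells that regenerate skeletal muscle, RNA-seq values of freshly sorted cells from control, mdx and Sirt6mKO/mdx mice were compared. Mdx mice carry a mutation of the dystrophin gene and are a model of Duchenne muscular dystrophy, and SIRT6 is a histone deacetylase of the sirtuin family. Each group held 2 libraries. The approximate depth ranged from 4397632 to 9745218 reads per library, and 18983 to 20614 genes had a value above 0. The 10 most abundant genes took between 11.7% and 32.6% of the summed values of a library. Across genes, which are not independent replicates, replicates of a group correlated with Pearson's r of 0.92 (control), 0.95 (mdx) and 0.93 (Sirt6mKO/mdx), and libraries of different groups with r between 0.84 and 0.90. The labels give no sequencing batch or date.

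Sirt6 (ENSMUSG00000034748; GRCm38 chromosome 10, 81621785 to 81627797) was examined first, since its deletion defines the third group. Its normalized read count was 41 and 32 in the control libraries, 33 and 40 in the mdx libraries and 37 and 30 in the Sirt6mKO/mdx libraries. The group means were 36.5 ± 6.36, 36.5 ± 4.95 and 33.5 ± 4.95 (SD, n = 2). The level in Sirt6mKO/mdx was 94.2% of that in mdx, with a 95% exact (Clopper-Pearson) interval of 63.6% to 137% from 40 approximate reads against 101. This interval covers counting error only. With the spread of replicates included, the limma 95% interval of the log2 fold change against mdx was wider, from -1.19 to 0.95. The deleted part, exons 4 to 6, spans 237 of the 1891 exonic bases, and 87.5% of the exonic bases lie outside it. The values are per gene and not per exon, so a loss of exons 4 to 6 was not detectable. The log2 fold change of Sirt6 was 0.00 in mdx against control (SE 0.50, limma with Benjamini-Hochberg adjusted p 0.998), -0.12 against mdx and -0.12 against control in the third group. Leaving out mdx replicate 2 or Sirt6mKO/mdx replicate 2 turned the difference from mdx to 0.01 and 0.03. As a lower level of Sirt6 was not detected, the third group is called the libraries labelled Sirt6mKO/mdx. Every direction given for this group rests on that label. By RT-qPCR and western blot, the study reported higher Sirt6 RNA and protein in mdx than in control MuSCs.

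**Figure D1:**
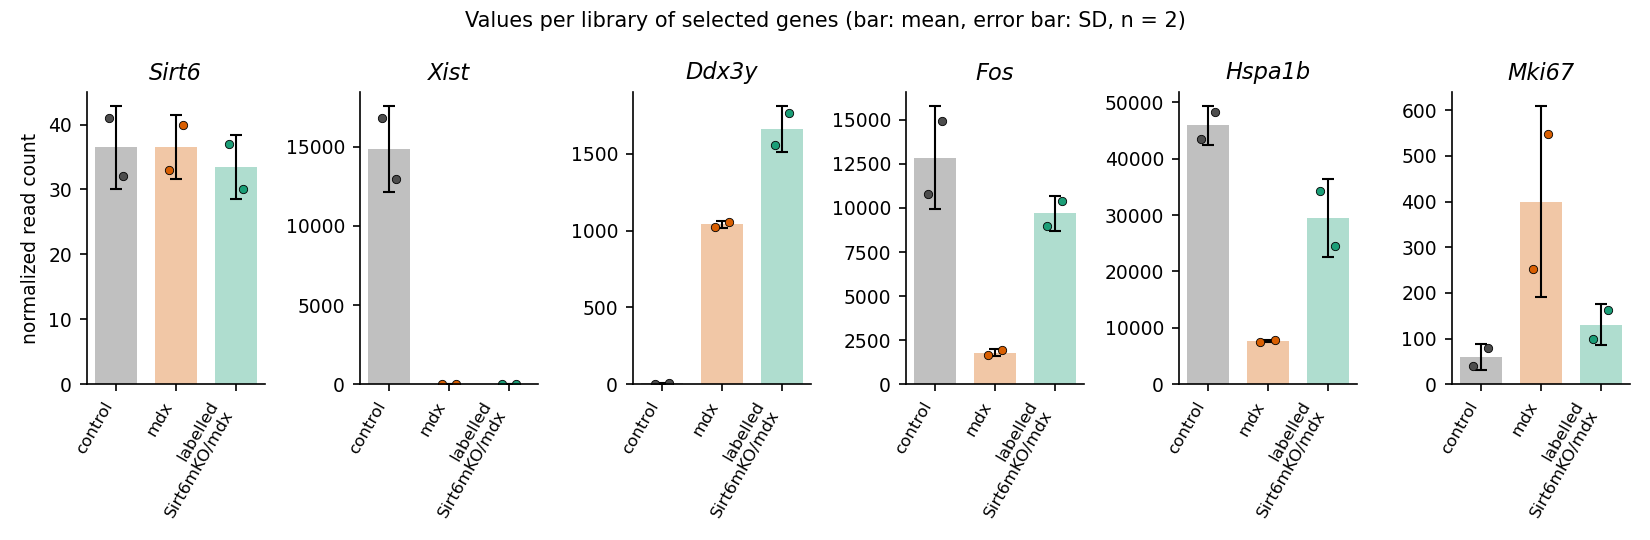
Normalized read count (linear axis from 0) of Sirt6, Xist, Ddx3y, Fos, Hspa1b and Mki67 in each group, with a point per library, bars at the mean and error bars of 1 SD (n = 2). Sirt6 lies between 30 and 41 in all 6 libraries, while Xist is at 12950 or more in both control libraries and at 34 or less in the other libraries.

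The comparison of mdx with control asks how MuSCs change in dystrophic muscle. Of 15915 genes tested, 2265 were called, 1097 higher and 1168 lower in mdx. An unadjusted p under 0.05 was reached by 4930 genes. For 2264 of the called genes the libraries of the groups did not overlap, against 57.0% of all tested genes and 33.3% by chance. A call needs a large difference against the spread of replicates, so the lack of overlap among called genes is largely built in. Testing without a minimum mean moved these counts most, to 128 higher and 278 lower, with the prior degrees of freedom of the variance falling from 12.1 to 1.81. Of the called genes, 83 lay on the X chromosome and 5 on the Y chromosome.

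The 5 genes with the highest fold change included the Y-linked genes Ddx3y (chromosome Y, 1260715 to 1286613), Eif2s3y, Uty and Kdm5d. Ddx3y was at 3 and 8 in the control libraries and at 1024 and 1055 in the mdx libraries, a log2 fold change of 7.44 (SE 0.34, adjusted p 4.0e-09). For Eif2s3y, Uty and Kdm5d the log2 fold changes were 7.23, 7.08 and 6.88. Without control replicate 1 these were 5.38, 5.17 and 5.30, and without control replicate 2 they were 9.08, 8.98 and 8.47. The calls of Eif2s3y and Uty were lost with a robust prior variance. The fifth was Postn (chromosome 3, 54361109 to 54391034), which encodes periostin, with a mean of 8.50 ± 4.95 in control and 1294 ± 127 in mdx (SD, n = 2), a log2 fold change of 7.19 (SE 0.53, adjusted p 6.1e-07). The lowest fold change was that of Xist (chromosome X, 103460375 to 103483217), the RNA that silences an X chromosome in female cells, at -10.76 (SE 0.29, adjusted p 5.2e-12). Its values were 16772 and 12950 in control and 7 and 8 in mdx. Greb1 followed at -6.82, with 621 and 675 in control and 10 and 2 in mdx, and at -5.88 without mdx replicate 2 and -7.76 without mdx replicate 1. Csrnp1 fell by 5.87, Akr1c14 fell by 5.57 and Atf3 fell by 5.42 on the log2 scale, with adjusted p of 1.6e-09, 0.0011 and 4.2e-08.

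The comparison of the libraries labelled Sirt6mKO/mdx with mdx asks what the loss of Sirt6 changes in dystrophic MuSCs. It called 1300 genes, 895 higher and 405 lower, and 4004 genes had an unadjusted p under 0.05. No called gene overlapped between the groups, against 56.0% of tested genes without overlap and 33.3% by chance. The lack of overlap among called genes is again largely built in. Higher genes made up 68.8% of the calls. The share depended on the scaling: with total counts 479 genes were higher and 2932 lower, a share of 14%, and the median of all tested genes moved to -0.58 on the log2 scale. A single prior variance for all genes left 0 calls in either direction, with 3156 genes at an unadjusted p under 0.05.

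Among the genes with the highest fold change, Ikzf4 rose from 1 and 8 in mdx to 130 and 115, a log2 fold change of 4.86 (SE 0.61, adjusted p 0.00017), which was 3.78 without mdx replicate 1 and 5.95 without mdx replicate 2. Csrnp1, one of the lowest genes in mdx, rose by 4.74 (SE 0.24, adjusted p 7.2e-08). The lincRNA genes 1200007C13Rik and Gm6225 rose by 4.31 and 4.30. Alb had a log2 fold change of 4.72 with an SE of 1.15, and 1 library decided it: Alb was at 390 in replicate 1 and 24 in replicate 2, and the value was 2.74 without replicate 1 and 6.71 without replicate 2. Its call was lost with voom and with a robust prior variance. The genes with the lowest fold change were Rpsa-ps10, Gm6472, Rpl3-ps1, Rab6b and Fam198b. Rpsa-ps10 was at 2118 and 638 in mdx and at 3 and 0 in the libraries labelled Sirt6mKO/mdx, at least 269-fold lower, and at least 125-fold without mdx replicate 1 and 414-fold without mdx replicate 2. Rpsa-ps10, Gm6472 and Rpl3-ps1 may have near-identical copies elsewhere in the genome, which was not tested, so their values are uncertain. Of the parent genes, Rpsa was at 2192 and 1117 in mdx and at 1752 and 1957 in the libraries labelled Sirt6mKO/mdx, and Rpl3 was at 4723 and 2171 against 1995 and 2290. Rpl3-ps1 fell by 3.68 (adjusted p 0.0464), and its call was lost with a pseudocount of 0.1 (-3.86), voom (-3.73), one prior variance, a robust prior variance and centring by GC content (-3.70). Gm6472 was at 274 and 7 in the libraries labelled Sirt6mKO/mdx, and its log2 fold change of -4.17 was -6.72 without replicate 1 and -1.61 without replicate 2. Its call was lost with one prior variance and with a robust prior variance. Rab6b fell from 117 and 112 to 15 and 7, a log2 fold change of -3.35 (SE 0.44, adjusted p 0.00027) that was -3.85 without replicate 1 and -2.85 without replicate 2, and Fam198b fell by 2.93.

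Against control, the libraries labelled Sirt6mKO/mdx had 1253 called genes, 826 higher and 427 lower, and 3828 genes at an unadjusted p under 0.05. All of the called genes were without overlap between the groups, which is largely built in as above, against 51.6% of the tested genes. With total counts the calls were 455 higher and 2693 lower, so the share of higher genes went from 65.9% to 14.5%, and the median of all genes moved to -0.58. Ddx3y, Uty, Eif2s3y and Kdm5d were again among the 5 highest genes, with log2 fold changes from 6.39 to 8.11. The other was Vstm2l, at 5 and 0 in control and at 549 and 343, at least 130-fold higher. The lowest genes were Rpsa-ps10 (at least 284-fold lower, uncertain as above), Xist, Greb1 (at least 127-fold lower), Car12 (at least 121-fold lower) and Akr1c14. Car12 was at 230 and 1004 in control and at 2 and 6 in the libraries labelled Sirt6mKO/mdx, and 1 control library decided its size, at least 196-fold without control replicate 1 and at least 45-fold without control replicate 2. Xist had 33 and 34 against 16772 and 12950, a log2 fold change of -8.74 (SE 0.29, adjusted p 1.1e-10). Akr1c14 had a log2 fold change of -6.72 (SE 0.95, adjusted p 0.00045), which was -8.72 without replicate 1 and -4.72 without replicate 2 of the libraries labelled Sirt6mKO/mdx. Without control replicate 1 the Y-linked Uty, Eif2s3y and Kdm5d were at 5.49, 5.47 and 4.81. The calls of Uty and Eif2s3y were lost with a robust prior variance.

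To ask how far the changes in mdx were reversed, the calls were intersected. Of the 1097 genes higher in mdx than control, 136 were lower in the libraries labelled Sirt6mKO/mdx than in mdx. Of the 1168 genes lower in mdx, 517 were higher in these libraries. Both comparisons use the mdx libraries, so chance values of mdx enter them with opposite sign. In 50 simulations with the third group equal to mdx, at most 1 gene was called in each direction between these groups, so their overlaps could not be larger and are no measure of chance for the counts observed. In mdx and the libraries labelled Sirt6mKO/mdx alike, 436 genes were higher and 207 were lower than in control. Another 390 genes were higher than control in the libraries labelled Sirt6mKO/mdx only. Counts from simulations with the third group equal to mdx are not set beside these, since in these 1472 to 1672 genes were higher in that group than in control, against 826 observed. With total counts the overlaps were 510 and 309, and the genes higher in the libraries labelled Sirt6mKO/mdx only were 192.

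Across tested genes, the log2 fold changes of mdx against control and of the libraries labelled Sirt6mKO/mdx against mdx correlated with r of -0.53. Genes are not independent replicates, and simulations gave a median r of -0.45 with all groups equal and -0.19 with the third group equal to mdx. With 1 mdx library in each comparison, so that no library was shared, r was -0.28 with mdx replicate 1 and -0.36 with mdx replicate 2 set against control. The fold changes of both groups against control correlated with r of 0.60, against 0.49 and 0.89 in the same simulations. The signs against control were the same for 70.0% of genes, against 66.4% and 85.5%.

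**Figure D2:**
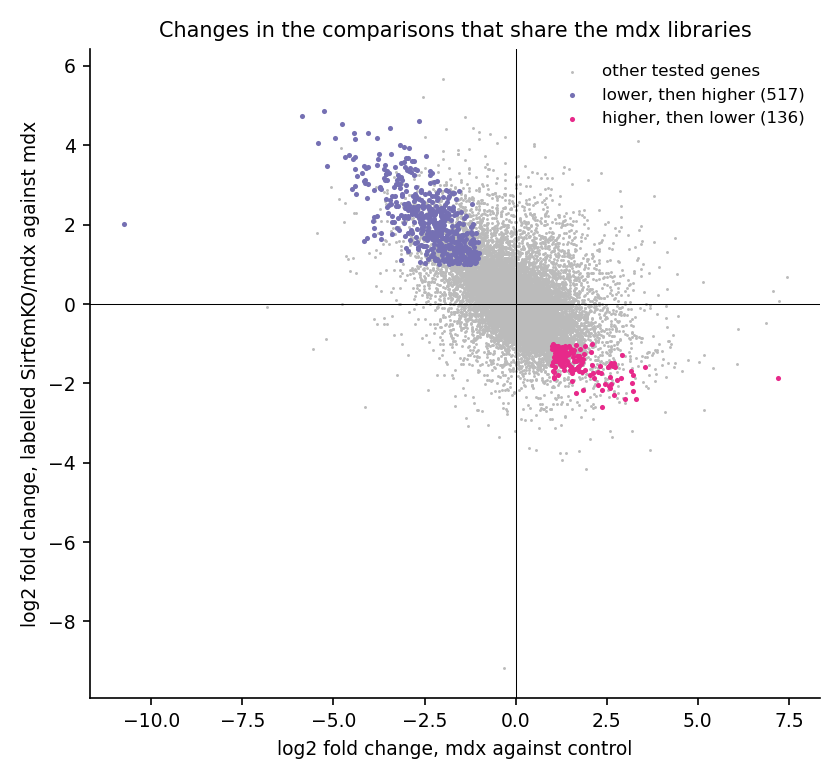
Log2 fold change of mdx against control (x axis) and of the libraries labelled Sirt6mKO/mdx against mdx (y axis) for each of 15915 tested genes. Colours mark the 517 genes called lower and then higher and the 136 called higher and then lower; the shared mdx libraries by themselves tilt the cloud downward.

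Genes named in the overlap of higher and then lower were Postn, Akr1b8, Ifit1, Dpysl3 and C1qtnf3. Dpysl3 was at 47 and 83 in control, 587 and 599 in mdx and 215 and 134 in the libraries labelled Sirt6mKO/mdx, with log2 fold changes of 3.23 and then -1.80 (SE 0.33, adjusted p 1.3e-05 and 0.0039). C1qtnf3 rose by 3.18 and then fell by 1.99. Akr1b8 rose by 3.55 and fell by 1.60, and Ifit1 rose by 3.30 and fell by 2.38. Without control replicate 1, the rise of Ifit1 was 2.19. The fall of Postn was -1.87, but 1 library decided it: Postn was at 164 in replicate 1 and 760 in replicate 2 of the libraries labelled Sirt6mKO/mdx, and the value was -0.76 without replicate 1 and -2.97 without replicate 2. With a pseudocount of 0.1 the second calls of Postn, Akr1b8 and Ifit1 were lost. Centring by GC content also lost those of Postn (-1.68) and Ifit1 (-2.12), a robust prior variance that of Postn, and one prior variance for all genes those of all 5.

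Of the 14 fixed genes, 13 were tested. Mstn, which encodes myostatin, had a mean under 5 and was not. In mdx against control, 3 genes had an adjusted p of at most 0.05 both over all genes and adjusted over the list alone, and 2 were called. The proliferation genes Mki67 and Top2a rose by 2.71 (SE 0.42, adjusted p 0.00052) and 2.73 (SE 0.42, adjusted p 0.00045). Sirt1 had an adjusted p of 0.0378 but fell by just under the minimum fold change, with a 95% interval from -1.65 to -0.34, and was not called. It was at 604 and 299 in control and at 213 ± 17.0 (SD, n = 2) in mdx, and its log2 fold change was -0.49 without control replicate 1 and -1.50 without control replicate 2. With the upper quartile (-1.03) and with centring by GC content (-1.44) it was called. In the libraries labelled Sirt6mKO/mdx against mdx, 3 genes passed over all genes and 3 adjusted over the list alone, and all 3 were called. Sirt1 rose by 1.23 (SE 0.31, adjusted p 0.0227), while Mki67 had a log2 fold change of -1.55 (SE 0.42, adjusted p 0.0342) and Top2a of -1.60 (SE 0.42, adjusted p 0.0281). Without mdx replicate 2, Mki67 was at -0.99. The call of Sirt1 was lost with total counts, where its fold change was 0.60, and those of Mki67 and Top2a were lost with centring by GC content, at -1.37 and -1.34. The call of Mki67 was also lost with a pseudocount of 0.1, at -1.55, and all 3 were lost with one prior variance for all genes. Against control, 0 fixed genes passed over all genes or adjusted over the list alone, and the lowest unadjusted p-values were 0.0146 for Mki67 and 0.0159 for Top2a. Utrn, which encodes the dystrophin homologue utrophin, was at 2778 and 3059 in control, 2118 and 2796 in mdx and 2826 and 2428 in the libraries labelled Sirt6mKO/mdx, with log2 fold changes of -0.26 and then 0.11 (SE 0.28). Without mdx replicate 1 these were -0.06 and -0.09. Pax7 and Myod1, which mark MuSCs and their activation, had log2 fold changes between -0.28 and 0.26 and between -0.03 and 0.04. For Dmd and the sirtuins Sirt2 to Sirt5 and Sirt7, the values lay between -0.30 and 0.29. None of these genes had an unadjusted p under 0.05, and leaving out 1 library changed the direction of several, such as Myod1, at 0.52 without replicate 1 and -0.45 without replicate 2 of the libraries labelled Sirt6mKO/mdx, Sirt4 in mdx against control, at 0.10 without control replicate 1, and Sirt7, at 0.02 without control replicate 2.

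Gene lists were tested with camera, adjusted over 51 tests, and 22 tests passed. The call of most lists rested on the small preset correlation: 3 of the 22 held under fry, which were the immediate early and dissociation response list in both comparisons with mdx and the stress response list in mdx against control, and 2 held with an estimated correlation, both of the immediate early and dissociation response list. The 27 tested genes of that list, such as Fos, Jun, Egr1 and Atf3, were lower in mdx than in control without exception, with a median log2 fold change of -2.74 (camera adjusted p 3.6e-30), and 26 were called. In the libraries labelled Sirt6mKO/mdx they were all higher than in mdx, with a median of 2.44 (camera adjusted p 1.8e-34) and 26 called. Total counts moved the second value most, to 1.81. Against control the median was -0.18 (camera adjusted p 0.102, 18 of 27 lower). The median value of the list was 2804 and 3108 in the control libraries, 432 and 374 in the mdx libraries and 2359 and 2956 in the libraries labelled Sirt6mKO/mdx.

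Of 41 S phase genes, 37 were higher in mdx than control, with a median of 1.05 (camera adjusted p 8.5e-06), and 37 were lower in the libraries labelled Sirt6mKO/mdx than in mdx, with a median of -0.79 (camera adjusted p 7.3e-05). Without mdx replicate 2 the second value was -0.44. Against control the median was 0.26 (camera adjusted p 0.274), and it turned to -0.33 with total counts and -0.06 for genes with a mean of at least 50. Of 47 G2/M phase genes, 42 were higher in mdx, with a median of 1.49 (camera adjusted p 2.5e-08), and 39 were lower in the libraries labelled Sirt6mKO/mdx than in mdx, with a median of -0.79 (camera adjusted p 7.3e-05). Without replicate 1 of these libraries the latter was -0.28. Against control the G2/M phase median was 0.79 (camera adjusted p 0.0035), and it was 1.4 without replicate 1 and 0.34 without replicate 2 of the libraries labelled Sirt6mKO/mdx. Of the S phase genes 7, and of the G2/M phase genes 8, were also in lists the study had picked from these libraries.

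The lists chosen by the study on these libraries are not independent evidence. Its 99 stress response genes had a median of 1.51 in mdx against control, with 99 higher and 94 called. This includes Mlkl in place of the printed Mkl1, and with Mkl1, which was lower, 98 were higher and 94 called. In the libraries labelled Sirt6mKO/mdx the median was -0.79 against mdx, with 91 lower and 22 called (90 and 22 with Mkl1), and 0.85 against control. The activation and cell cycle lists were read from heat map images of the study, so their membership is less certain. The 38 activation genes had medians of 1.24, -1.40 and -0.11, and the 10 cell cycle genes had medians of 1.19, -1.34 and -0.02 in the same order. The last of these cell cycle values was 0.31 and that of the activation genes 0.15 without replicate 1 of the libraries labelled Sirt6mKO/mdx. Without that replicate the cell cycle value against mdx was -0.88. The MuSC quiescence list of 17 genes had medians of -0.28, 0.04 and -0.20, and 0 of its 3 tests passed, although 1 had an unadjusted camera p of 0.0228, that against control. That test passed with TMM factors (-0.19), total counts (-0.81), the upper quartile (-0.23), the replicate number as a block and centring by GC content (-0.46), so its result depended on the processing. The myogenic differentiation list of 15 genes had medians of -0.69, 0.64 and 0.27, and none of its 3 tests passed (camera adjusted p 0.607, 0.136 and 0.393). Without replicate 2 of the libraries labelled Sirt6mKO/mdx the second quiescence value was -0.07 and the third was -0.38. The first quiescence value was -0.42 without mdx replicate 1 and -0.09 without mdx replicate 2. Without control replicate 1 the first differentiation value was -1.34 and the third was -0.12, and without control replicate 2 the first was -0.15. The second differentiation value was 0.37 without mdx replicate 2. Both lists changed direction with total counts, quiescence to -0.58 against mdx and differentiation to -0.34 against control. Ribosomal protein genes (74 tested) had medians of -0.48 in mdx against control, 0.16 in the libraries labelled Sirt6mKO/mdx against mdx, which was -0.46 with total counts, and -0.43 against control. Without mdx replicate 2 the values with mdx were -0.12 and -0.26.

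**Figure D3:**
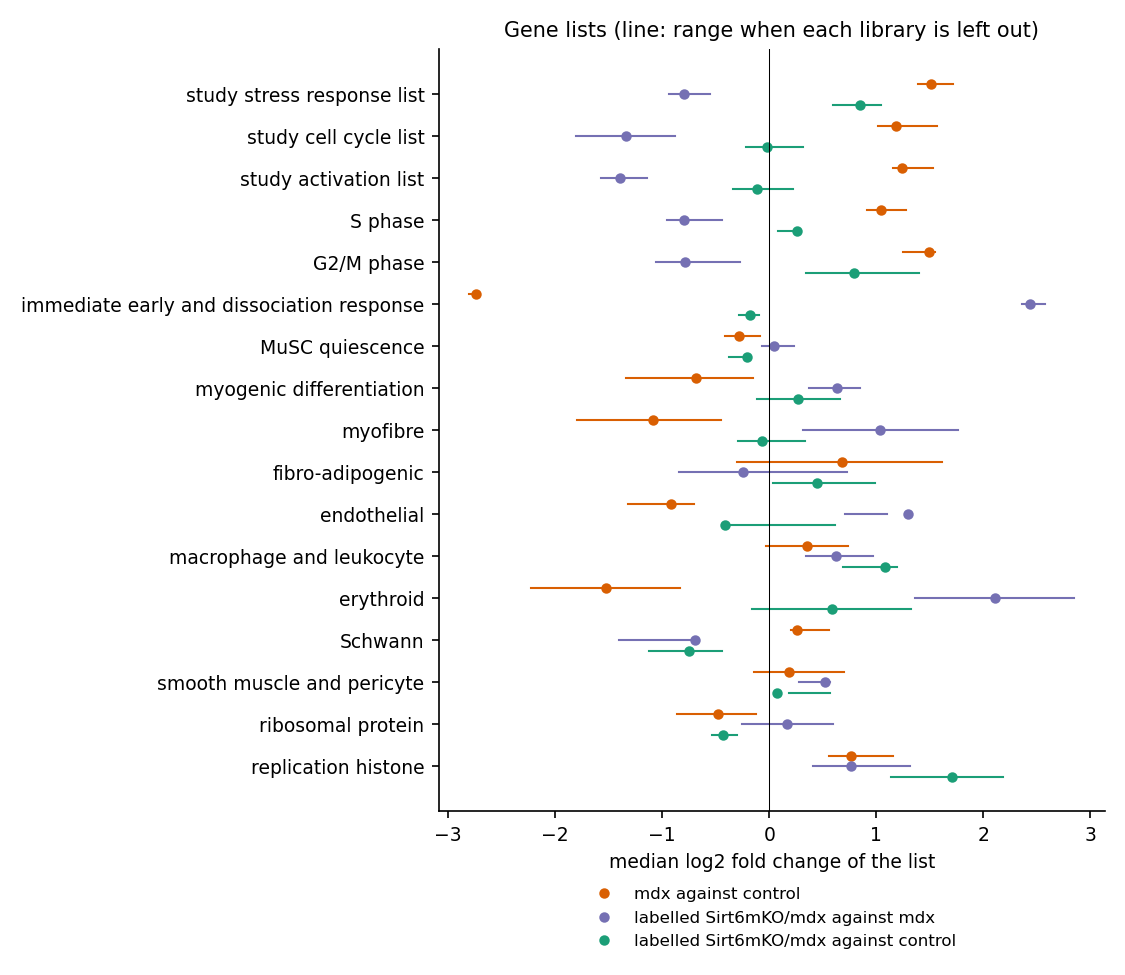
Median log2 fold change (x axis) of each of 17 gene lists in the 3 comparisons, as points, with lines from the lowest to the highest value when each library was left out. The immediate early and dissociation response list lies at -2.74 in mdx against control and 2.44 in the libraries labelled Sirt6mKO/mdx against mdx, while many marker lists have lines that cross 0.

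Marker lists of other cell types were examined because sorted cells can carry RNA of other cells. Whether their RNA came from MuSCs or from other cells was not tested, and a high value in control fits either. The study reported that its sorted cells were not fully pure on reanalysis, so other cells can have contributed. The control mean was at least 50 for 16 of 17 myofibre genes, 9 of 12 fibro-adipogenic genes, 4 of 5 smooth muscle and pericyte genes, 2 of 11 endothelial genes, 1 of 14 macrophage and leukocyte genes, 1 of 5 Schwann genes and 0 of 5 erythroid genes. Of the myofibre genes, 3 were also in the myogenic differentiation list. No marker list held a gene picked by the study. Myofibre genes had a median of -1.09 in mdx against control (camera adjusted p 0.00015, 15 of 17 lower) and of 1.03 in the libraries labelled Sirt6mKO/mdx against mdx (camera adjusted p 8.5e-06, 17 of 17 higher), and of -0.07 against control. Leaving out mdx replicate 2 left -0.45 and 0.31, and the value against control was 0.33 without replicate 2 of the libraries labelled Sirt6mKO/mdx. The most abundant myofibre gene, Ttn, was at 13110 and 31747 in control, 10304 and 10891 in mdx and 23631 and 19946 in the libraries labelled Sirt6mKO/mdx. The fibro-adipogenic list had medians of 0.68 (camera adjusted p 0.0479), -0.24 and 0.44, and the first turned to -0.30 without mdx replicate 1, the second to 0.72 without mdx replicate 1 and the third to -0.16 with total counts. The call of the first was lost with a pseudocount of 0.1 (0.68), a minimum mean of 50 (0.47) and centring by GC content (0.47), and under fry and an estimated correlation. Of the 12 genes of the list, 11 were higher in mdx than in control and 1 was lower. The lower one, Gsn, was among the most abundant, at 8423 and 8221 in control and 7115 and 3858 in mdx. Col3a1 was at 16458 and 22798 in control and 30817 and 26928 in mdx, and Col1a2 at 196 and 416 against 4730 and 6265.

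For the other marker lists no camera test passed, but that of macrophage and leukocyte genes against control passed with total counts (0.50). In mdx against control, the libraries labelled Sirt6mKO/mdx against mdx and these libraries against control, the medians were -0.92, 1.29 and -0.42 for endothelial genes, 0.35, 0.62 and 1.08 for macrophage and leukocyte genes, -1.53, 2.11 and 0.58 for erythroid genes, 0.26, -0.69 and -0.75 for Schwann genes and 0.19, 0.52 and 0.08 for smooth muscle and pericyte genes. Of these, the Schwann list passed under fry in the libraries labelled Sirt6mKO/mdx against mdx. With the floor in place of values at or under 3 counts, the erythroid medians were -1.49 and 2.08 for the comparisons with mdx. Leaving out control replicate 2 turned the third endothelial value to 0.61 and the third erythroid value to -0.11. Without replicate 1 of the libraries labelled Sirt6mKO/mdx the second endothelial value was 0.71 and the second Schwann value was -1.41. The second endothelial value was 0.81 without mdx replicate 2. Leaving out mdx replicate 1 turned the first macrophage and leukocyte value to -0.03, and leaving out control replicate 1 turned the first smooth muscle and pericyte value to -0.14. The smooth muscle and pericyte values turned to -0.08 and -0.53 with total counts in the comparisons of the libraries labelled Sirt6mKO/mdx. These lists held 7, 7, 2, 3 and 5 tested genes. The most abundant were Tek (669 and 631 in control, 379 and 348 in mdx, 503 and 469 in the libraries labelled Sirt6mKO/mdx), Cd68 (86 and 88, 30 and 26, 107 and 56), Alas2 (45 and 9, 3 and 9, 6 and 17), Ngfr (79 and 189, 147 and 146, 90 and 101) and Acta2 (807 and 1604, 2837 and 2334, 924 and 1558).

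The libraries also differed in the types of RNA. Protein-coding genes held 63.4% and 78.8% of the summed values in control, 62.1% and 65.9% in mdx and 39.7% and 42.8% in the libraries labelled Sirt6mKO/mdx. Genes of snoRNA, small RNAs of the nucleolus, held 18.1% and 12.4%, 17.8% and 12.2%, and 26.7% and 28.2%. In the libraries labelled Sirt6mKO/mdx against mdx, the median log2 fold change was 1.35 for 258 snoRNA genes, 2.0 for 200 snRNA genes and -0.04 for 13619 protein-coding genes. Of the snoRNA genes 103 were called higher and 0 lower, and of the snRNA genes 46 and 0. With total counts these medians were 0.74, 1.46 and -0.65, so that the noncoding types kept their direction and protein-coding genes shifted down with the median of all genes. In mdx against control, the medians were 0.54, 0.35 and 0.04. Against control, the libraries labelled Sirt6mKO/mdx had medians of 1.98 for snoRNA and 2.25 for snRNA genes, while those of lincRNA (0.05) and miRNA genes (0.44) turned to -0.48 and -0.11 with total counts. Rn7sk rose from 93611 and 75143 in control to 305947 and 213198 in mdx and to 593895 and 1116360 in the libraries labelled Sirt6mKO/mdx. In mdx against control, Rny3 also rose (1.67 on the log2 scale). For Rny1 (0.82) and Terc (0.59) the libraries of these groups overlapped. Rpph1, Rmrp, Neat1 and Malat1 did not rise in mdx, at -0.41, -0.04, -2.60 and -0.33. In the libraries labelled Sirt6mKO/mdx against mdx, the log2 fold changes were 2.09 for Rny1, 1.49 for Rny3 and 1.81 for Terc. There Rpph1, Rmrp and Neat1 were at 2.31, 2.47 and 2.09, and Malat1 was at 0.02. Replication histone genes, whose mRNA lacks a poly(A) tail, had medians of 0.76 (camera adjusted p 0.0035), 0.76 (camera adjusted p 0.00015) and 1.70 (camera adjusted p 8.8e-13) over 48 genes in the 3 comparisons. Without replicate 2 of the libraries labelled Sirt6mKO/mdx the second value was 0.41, and without replicate 1 it was 1.31. With total counts it was 0.14.

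**Figure D4:**
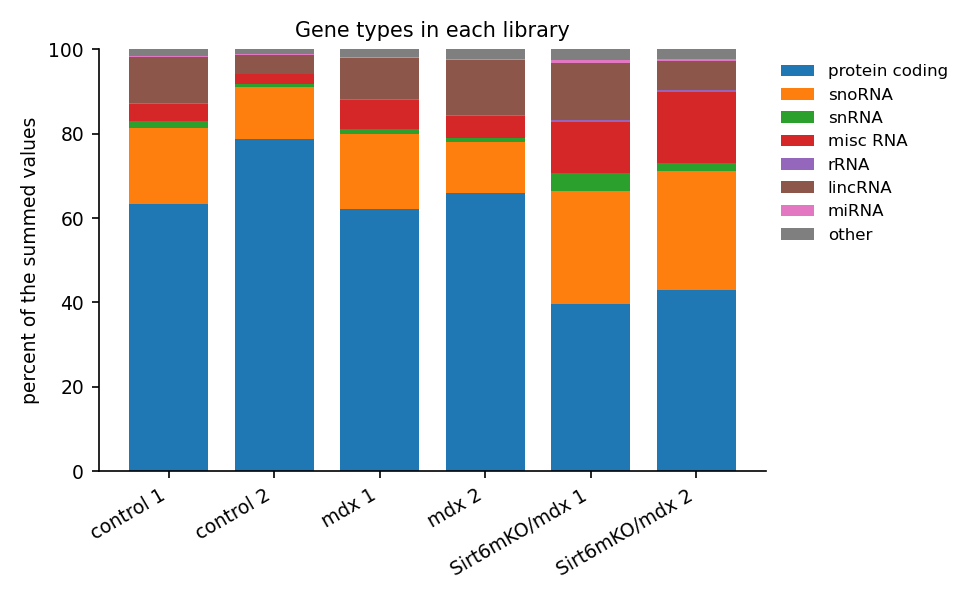
Percent of the summed normalized read counts (y axis, from 0) that each gene type takes in each of the 6 libraries. The protein-coding share is at 42.8% or less in the libraries labelled Sirt6mKO/mdx and at 62.1% or more in the other libraries.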

Values the study reported

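The study reported 2056 deregulated genes in mdx MuSCs compared with control. It gave 977 genes as higher in mdx, and 173 of these as lower after the inactivation of Sirt6 in mdx mice. It counted 335 genes that were higher than in controls in Sirt6mKO/mdx but not in mdx MuSCs.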

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

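Directions of most results held under the alternatives, and the counts of called genes depended most on the scaling, the minimum mean and the prior variance. The cause was not tested except where the construction of an alternative shows it. Total counts divide by sums that are larger in the libraries labelled Sirt6mKO/mdx, which lowers all of their genes. The edgeR quasi-likelihood test, a prior on the fold change and independent filtering turned off were not run, since the deposited values are not counts, and voom on approximate reads was the only test on recovered counts.

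With total counts, the libraries labelled Sirt6mKO/mdx had 479 genes higher and 2932 lower than mdx, and 455 higher and 2693 lower than control. The overlap of higher and then lower genes was 510, that of lower and then higher 309, genes higher in both groups than control 263, lower in both 560, and higher in the libraries labelled Sirt6mKO/mdx only 192. Without a minimum mean, where the prior degrees of freedom fell, the calls were 128 higher and 278 lower in mdx against control, 19 and 0 in the libraries labelled Sirt6mKO/mdx against mdx, and 1 and 1 against control, and the overlaps in the order above were 0, 19, 1, 1 and 0. With one prior variance for all genes the calls were 181 and 360, 0 and 0, and 65 and 22, with overlaps of 0, 0, 37, 13 and 28. With only the 2 groups compared, the genes higher in the libraries labelled Sirt6mKO/mdx than control were 541 and those higher in both groups 239. With protein-coding genes only, 218 genes were higher in the libraries labelled Sirt6mKO/mdx only.

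Leaving out each library, from 86.8% to 95.1% of the called genes stayed at least 2-fold apart in the same direction in mdx against control, from 90.7% to 94.8% in the libraries labelled Sirt6mKO/mdx against mdx and from 86.0% to 94.2% against control. Across these fits the immediate early and dissociation response list ranged from -2.80 to -2.73, from 2.36 to 2.58 and from -0.28 to -0.0925 in the 3 comparisons. The S phase list ranged from -0.96 to -0.44 in the libraries labelled Sirt6mKO/mdx against mdx. The G2/M phase list ranged from -1.06 to -0.28 against mdx and from 0.34 to 1.4 against control. Of the other values, 36 of the fixed genes, 47 of lists and 40 of named genes moved by more than the spread of replicates.

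The replicate number as a block gave 1168 higher and 1247 lower genes in mdx against control, 1050 and 460 in the libraries labelled Sirt6mKO/mdx against mdx, and 935 and 469 against control. Replicate numbers did not pair libraries: deviations of the same number correlated at -0.13 (control and mdx), 0.12 (control and Sirt6mKO/mdx) and 0.01 (mdx and Sirt6mKO/mdx). The block brought Mki67 and Top2a against control and the quiescence list against control past the threshold. The quiescence list also passed there with TMM factors (-0.19), total counts (-0.81), the upper quartile (-0.23) and centring by GC content (-0.46).

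In mdx against control, centring by GC content reversed Sirt3 to 0.0440, Sirt4 to 0.00438, Sirt5 to 0.0383, Sirt7 to 0.00685, Dmd to -0.39 and Myod1 to 0.16, voom reversed Sirt5 to 0.0240, the upper quartile reversed Sirt6 to -0.0323 and TMM factors reversed Myod1 to 0.0124. In the libraries labelled Sirt6mKO/mdx against mdx, total counts reversed Sirt3 to -0.51, Sirt4 to -0.32, Sirt7 to -0.33, Utrn to -0.52, Pax7 to -0.36 and Myod1 to -0.59, and centring by GC content reversed Sirt3 to -0.0125, Pax7 to -0.0314 and Myod1 to -0.31. Against control, total counts reversed Sirt1 to -0.37, Sirt4 to -0.49, Sirt7 to -0.54 and Myod1 to -0.60, centring by GC content reversed Sirt1 to -0.0227, Sirt2 to 0.0291, Sirt3 to 0.0315 and Myod1 to -0.15, voom reversed Sirt7 to -0.0182 and Myod1 to -0.00292, and the upper quartile reversed Myod1 to -0.0266.

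Among lists, a minimum mean of 50, which tests fewer genes, reversed macrophage and leukocyte genes to -1.60 and smooth muscle and pericyte genes to -0.15 in mdx against control, smooth muscle and pericyte genes to -0.28 in the libraries labelled Sirt6mKO/mdx against mdx, and S phase genes to -0.0645 and macrophage and leukocyte genes to -0.17 against control. Total counts reversed quiescence to -0.58, smooth muscle and pericyte genes to -0.0837 and ribosomal protein genes to -0.46 against mdx, and S phase to -0.33, myogenic differentiation to -0.34, fibro-adipogenic genes to -0.16 and smooth muscle and pericyte genes to -0.53 against control. Centring by GC content reversed myofibre genes to 0.0413 against control. Under fry and under an estimated correlation the S phase list (1.05 and -0.79) and the G2/M phase list (1.49, -0.79 and 0.79) no longer passed, with unchanged medians. With a minimum mean of 50 the G2/M phase list no longer passed against control, at 0.28, and with total counts the immediate early and dissociation response list passed against control, at -0.78, as did macrophage and leukocyte genes, at 0.50. With Mkl1 as printed, the stress response list had medians of 1.51, -0.79 and 0.85 and kept its calls. The fibro-adipogenic list in mdx against control no longer passed with a pseudocount of 0.1 (0.68), a minimum mean of 50 (0.47) or centring by GC content (0.47).

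Over all lists, fry took 19 tests below the threshold and an estimated correlation 20. A gene called in several comparisons counts once for each of them here. Of the calls of named genes, 22 were lost with one prior variance, 8 with a robust prior variance, 4 with a pseudocount of 0.1, 3 with centring by GC content and 2 with voom. Counted in the same way, 5 calls of fixed genes were lost with one prior variance, 2 with centring by GC content and 1 each with total counts and a pseudocount of 0.1. Changes of 2-fold were recovered for 20.6% of seeded genes, but a call needs a 2-fold change itself, so this share does not measure the effect of library number or depth. A gene without a call may still have changed, also by more than 2-fold. Of genes seeded with 4-fold and 8-fold changes, 65.2% and 85.9% were recovered, but the seeded genes were drawn from the more abundant genes only.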

Other observations

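The tests of explanations in this part were chosen only after the results were seen. Some of them use the gene lists and the scaling by total counts, which were fixed beforehand.

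Xist was at 16772 and 12950 in the control libraries and at 34 or less in the others, and 4 Y-linked genes summed to 3 and 41 in control and to 2354 or more in the others. A difference in depth or scaling is excluded by its size, since mean Xist differed 1981-fold between control and mdx and the size factors span 2.84-fold. The hypothesis that the control libraries came from females and the others from males was tested on 9 X-linked genes that escape inactivation. Their median was -0.60 in mdx against control, with 8 lower, while 518 other X-linked genes had a median of 0.33, and 1.57% of 10000 random X-linked lists had a median as low. This fits a sex difference. A mixture of cells cannot be told apart from stray reads for control replicate 2, whose Y-linked sum was 1.47% of the mean of the others. The labels give no sex, and the methods of the study describe male mice.

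The control group thus differs from both other groups in sex-linked genes as well as genotype. In both other groups, 611 autosomal genes were called the same way against control, 407 of them higher. For these, sex cannot be told apart from an effect of the mdx genotype or strain, because each control library shares the same sex pattern. The biological difference of genotype stays open and was not tested apart from sex.

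Immediate early and dissociation response genes were low in both mdx libraries only. The sex pattern is argued against by the difference of 2.44 between the libraries labelled Sirt6mKO/mdx and mdx, which share it. Deeper sequencing is argued against by mdx replicate 2 and control replicate 2, which have 7220030 and 7216692 approximate reads and differ by -2.63, while control replicates differ 1.64-fold in depth and by 0.02 in the list. Scaling by totals left -2.72 and centring by GC content left -2.49. Handling or dissociation that differed between preparations cannot be told apart from a genotype effect: all 27 genes had both mdx libraries below the other 4, against 15.4% of tested genes and 6.67% by chance, which either would give. Heat shock genes, such as Hspa1b at 43503 and 48342 in control, 7574 and 7797 in mdx and 34311 and 24518 in the libraries labelled Sirt6mKO/mdx, followed the same pattern. The list made up 26 (5.03%) of the 517 genes lower in mdx and then higher. An effect of Sirt6 or of dystrophin on these genes stays open as a hypothesis.

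A lower level of Sirt6 was not detected in the libraries labelled Sirt6mKO/mdx. Reads of exons outside the deleted ones, with 87.5% of exonic bases, and libraries without recombination or with another label, where the level was 94.2% of mdx, cannot be told apart, since the 95% exact interval of 63.6% to 137% holds both 87.5% and 100%. That interval covers counting error only. The study reported efficient deletion by PCR in MuSCs of Sirt6mKO mice, and RT-qPCR differences of Sirt6 between MuSCs of the groups. It does not say that the mice of these libraries were among those.

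Genes of snoRNA, snRNA and replication histones were higher in the libraries labelled Sirt6mKO/mdx than in mdx. For snoRNA genes scaling is argued against, since their median was 0.74 with total counts, with 218 of 258 higher, and GC content is argued against by a median of 1.37 after centring. For 57 replication histone genes with a mean of at least 5 the median went from 0.67 to 0.0648 with total counts, and for the 48 of the list test from 0.76 to 0.14. Whether they rose by themselves therefore depends on the scaling. The median of protein-coding genes went from -0.04 to -0.65, so histone genes stayed above it with both scalings. A common shift by scaling does not account for that place above protein-coding genes. Retention of short RNA of any kind stays open: 28 protein-coding genes under 700 bases had a median of 0.27 with quartiles of -0.39 and 0.78, too wide to decide. A difference in RNA extraction or ribosomal RNA depletion cannot be told apart from a genotype effect, because both libraries had a protein-coding share at least 19.3 percentage points below the other libraries. A genotype effect was not tested separately.

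Opposite changes in mdx against control and in the libraries labelled Sirt6mKO/mdx against mdx are in part built in, since both comparisons use the mdx libraries: r was -0.53, against a median of -0.45 (from -0.48 to -0.42) in simulations with all groups equal and -0.19 with the third group equal to mdx. With 1 mdx library in each comparison and none shared, r was -0.28 and -0.36 in the 2 splits, against -0.0288 to 0.0317 in all simulations and at most 0.128 in size between replicate differences of separate groups. Chance values of the shared libraries alone are therefore argued against, but how many of the 517 genes they account for was not tested. Handling and genotype stay open for them.

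Log2 fold changes of 9131 protein-coding genes followed GC content, with Spearman rho of -0.31 in mdx against control, 0.29 in the libraries labelled Sirt6mKO/mdx against mdx and -0.06 against control. Replicates within a group differed along GC content with rho up to 0.24 in size. A bias between libraries cannot be told apart from a difference between groups, since the values within groups come near those between groups.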
